A study of Saccharomyces cerevisiae with 16 samples. Its data were reported in "Transcription-dependent targeting of Hda1C to hyperactive genes mediates H4-specific deacetylation in yeast" (2019).

How the data were processed

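The authors extracted RNA with hot phenol from cells grown in synthetic complete medium, built libraries with a directional mRNA kit and sequenced them on a HiSeq2500. Reads were aligned by the authors with HISAT2 2.0.4 and quantified with StringTie 1.3.0. FastQC 0.11.5, SAMtools and bedtools 2.26.0 were also used by the authors, with the R64 genome build. Gene abundance tables deposited by the authors for 16 libraries were read, each with coverage, FPKM and TPM per gene. Deposited FPKM was analysed in every main result. It was checked that FPKM equals deposited coverage divided by 1 constant per library, and that deposited TPM is FPKM rescaled to a fixed sum.

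Coverage times gene length gave aligned bases per gene, and 202 bases were counted as 1 independent fragment. Whether reads were single or paired is not stated in the sources used here. A floor of 3 fragments equals 0.217 to 0.320 FPKM for a 1 kb gene. Raw reads were not analysed here, and neither were the ChIP data of the study.

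Nuclear ORFs with a mean of at least 1 FPKM over the 16 libraries were tested. The 386 nuclear RNA genes and 55 mitochondrial genes were kept apart. Folds between genotypes used FPKM plus 1, with 1.7-fold as the rule, the reciprocal 0.588 for lower, and 2-fold for carbon source shifts. These settings, the gene lists and the naming rule were fixed before the data were examined. Centred values are log2 ratios minus the median of all tested ORFs in that comparison.

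Counting intervals for folds are 95% exact binomial intervals on fragments, and for single libraries exact Poisson intervals. Intervals of medians are exact binomial order-statistic intervals, and those of shares are exact Clopper-Pearson intervals. None of them includes variation between cultures. Each list median was placed among 10000 random lists of equal size matched on mean FPKM, as a description and not a test. Genes within a list share regulation and are not independent.

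The galactose-induced set took ORFs at least 2-fold higher in wild type at 30 min of the second pulse than at 120 min of glucose. A list was also built by a rule close to that of the study, though over other genes and stages. That list, the induced-and-higher list, took ORFs induced in this way in either genotype that passed 1.7-fold at 1 or more stages of the first pulse. Lasting differences needed 6 of the 8 stages. Lists numbered 36 and covered carbon use, stress, growth, metal, cell cycle, mating type and chromosome-end genes.

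Genes were named by rule. Fixed names were HDA1, HDA2, HDA3, TUP1, CYC8, the GAL genes, HXT5, YEF3, PMA1, TEF1, TEF2, TKL1 and TKL2. Each phase added up to 6 highest and 6 lowest ORFs with mean FPKM of at least 10 that passed at every stage of the phase. Each shift added 5 highest and 5 lowest, and each list 2 highest and 2 lowest members. RNR3, RIB3, TIM54, MTC7, MDE1, SWP1, YAR047C, YHR140W, YHR214W-A, PGM2, CTT1, MRT4, PUF6, ERG5, YPR015C, YJL215C, CSM1, ADE17, ARG3, MFA1, POX1 and BTN2 lie outside the rule and were named after their values were seen.

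Overlap was taken from the annotation, at release 86 of Ensembl, and repeated sequence from read-length windows that occur more than once in the genome. An ORF was called near 0 when a library gave it under 3 fragments while the median of its other values was at least 10 FPKM. Ratios were also read by 5 quantiles of expression and of length.

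The procedure was tested on simulated data made from the comparison at 30 min of the first pulse, with 200 changed genes. At a true 1.7-fold 20 of 50 were called (40.0%), at 2-fold 47 (94.0%), at 3-fold 49 (98.0%) and at 0.333-fold 48 (96.0%). Of 5681 unchanged genes, 17 were called higher and 23 lower (0.704%). That share leaves out variation between cultures and libraries and values near 0, so it is not a false-call rate for the real data. Counting intervals held the true value in 95.2% of unchanged genes and, at a true 1.7-, 2-, 3- and 0.333-fold, in 92.0%, 96.0%, 98.0% and 100% of 50 genes.

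Alternatives were pseudocounts of 0.1 and 5, TPM, centring, thresholds of 2-fold (3-fold for shifts), a call that also needs the counting interval to exclude 1, no expression minimum and other definitions of the induced set. Leaving out each stage in turn was also run. Removal of overlapping ORFs, of repeated ORFs and of ORFs near 0, and scaling to the ORF sum, were added after the data were seen.

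Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used. A complete second run gave files identical to the first.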

Results

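Budding yeast lacking HDA1, which encodes the catalytic subunit of the Hda1 histone deacetylase complex, were compared with wild type by strand-specific RNA-seq across changes of carbon source. Cells in raffinose received galactose for 15, 30 and 120 min, then glucose for 30 and 120 min, then galactose again for 15 and 30 min. Galactose libraries carrying an added 1 in their labels were read as the second galactose pulse. Each genotype has 1 library at each of the 8 stages (n = 1 per genotype and stage, 16 libraries), so no test across replicates was possible. Aligned sequence ranged from 1.89 to 2.80 Gb per library (median 2.50), of which 87.7 to 89.7% lay in annotated genes. That is 9.37 to 13.8 M independent fragments (median 12.4).

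Of 6685 nuclear open reading frames (ORFs), 5881 passed the expression minimum and were tested, and 804 did not. Folds are hda1Δ over wild type after adding 1 to each FPKM value. A gene is called higher at 1.7-fold or more and lower at 0.588 or less. Brackets after folds hold 95% intervals that carry counting error only. Intervals after medians and shares of ORFs are 95% intervals over genes, which are not independent. Among tested ORFs, 867 (14.7%) overlap another gene and 270 have more than 10% repeated sequence. Another 158 were near 0 in at least 1 library yet well expressed elsewhere, and 157 remained with HDA1 set aside. Values for genes of these 3 kinds are treated as uncertain. For overlapping genes, the quantification header shows no strand option.

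HDA1 messenger RNA was almost absent from the mutant, at 4 fragments or fewer at every stage and listed at 0 at 3 of the 8. Wild-type libraries averaged 31.9 FPKM (SD 3.57 over the 8 stages; 27.0 to 38.8). In hda1Δ the mean was 0.0425 FPKM and the highest value 0.162. Summed over the stages, HDA1 held 6488 fragments in wild type and 8 in hda1Δ. HDA2 and HDA3, for the other subunits, and TUP1 and CYC8, for the corepressor, stayed within the 1.7-fold rule at every stage. Hence 1 of the 5 genes in this list was lower and none higher.

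Galactose genes responded to the sugar more strongly in hda1Δ during the first pulse. GAL1, encoding galactokinase (YBR020W, chromosome II 279021 to 280607), stood at 0.944-fold in raffinose, then 1.78-, 3.22- and 6.32-fold (5.90 to 6.78) at 15, 30 and 120 min. Its level at 120 min was 45.2 FPKM in wild type and 291 in hda1Δ. GAL2, the galactose permease gene (YLR081W, XII 290212 to 291936), was 4.09-fold (3.58 to 4.67) at 15 min and 4.75-fold at 120 min. GAL7 (YBR018C, II 274427 to 275527), for the uridylyltransferase, was 1.71-fold in raffinose, 4.59-fold (4.01 to 5.26) at 15 min and 4.78-fold (4.58 to 4.98) at 120 min. GAL10 (YBR019C, II 276253 to 278352), for the epimerase, reached 5.45-fold (5.10 to 5.83) at 120 min. GAL3, which senses galactose, was 1.995-, 2.64- and 2.37-fold at the 3 stages. The regulators GAL4 and GAL80 stayed within the rule at all 8 stages.

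Among the 12 tested genes of the galactose pathway, 7 were higher and none lower at each stage of the first pulse. The list median was 0.80, 0.96 and 1.02 log2 at 15, 30 and 120 min, after −0.02 in raffinose with 1 gene higher. Each of the 3 galactose medians lay at percentile 100 of 10000 random lists matched for expression. PGM2, for phosphoglucomutase, was 1.98-, 2.13- and 2.26-fold. In glucose 6 and 1 of the 12 were higher, and in the second pulse 6 and 4, with none lower. Medians there were 0.88 and 0.36 in glucose, then 0.48 and 0.58.

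**Figure D1:**
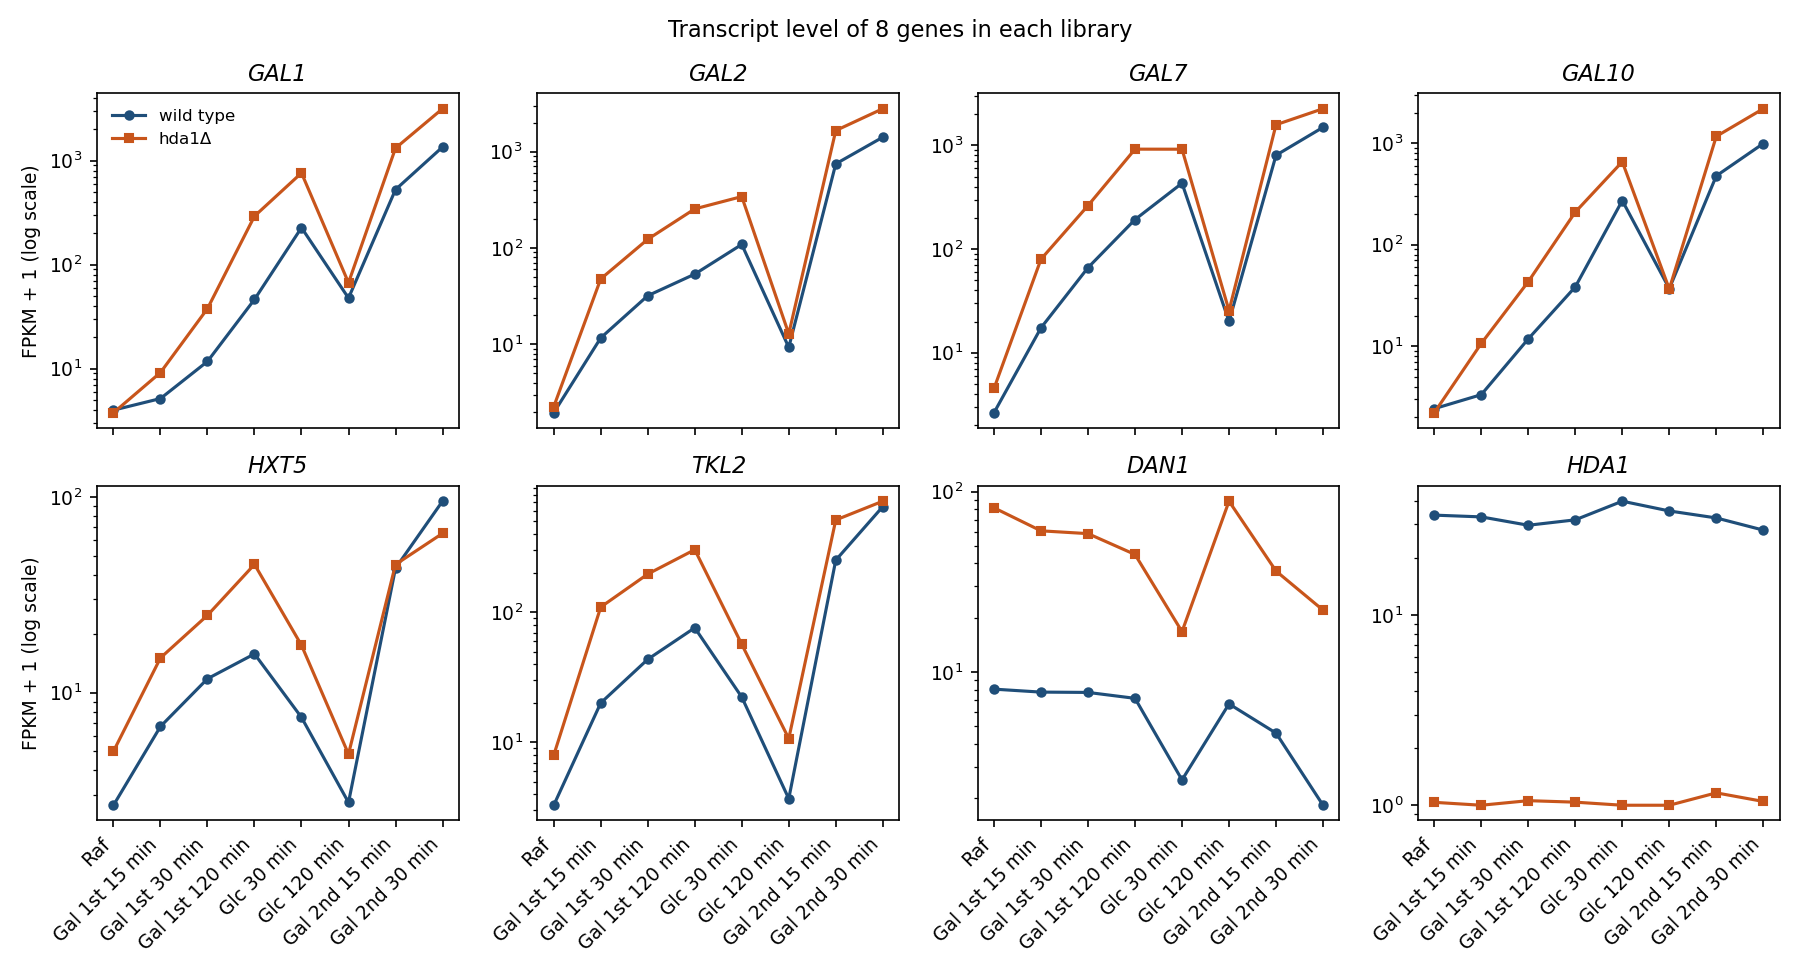
Transcript level (FPKM + 1, log scale) of 8 genes at the 8 stages in wild type (circles) and hda1Δ (squares), 1 library per point joined by lines. GAL1 stood at 45.2 FPKM in wild type and 291 in hda1Δ after 120 min of the first galactose pulse, and HDA1 was at most 0.162 FPKM in every hda1Δ library.

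ORFs higher in galactose than in glucose, called galactose-induced here, were higher as a group in hda1Δ throughout the first pulse. The set holds 1200 ORFs at least 2-fold higher in wild type at 30 min of the second pulse than in the preceding glucose. Loss of glucose and gain of galactose are not told apart in it. Among its members are 24 of 28 general stress, all 13 trehalose and glycogen and 29 of 32 respiratory chain genes of the set. Its median ratio moved from 0.10 log2 (0.07 to 0.12) in raffinose to 0.46 (0.42 to 0.49), 0.53 (0.51 to 0.56) and 0.47 (0.42 to 0.50). A set of 242 ORFs, at least 2-fold higher in wild type at 120 min of the first pulse than in raffinose, differed. It gave 0.60 already in raffinose, then 0.99, 1.00 and 0.96, although the 2 libraries that define it enter its first and last values. Members past the rule numbered 153 in raffinose, then 317, 380 and 349, or 12.8%, 26.4%, 31.7% and 29.1% of the set. Among the 4681 other ORFs the shares were 2.88%, 3.08%, 3.63% and 2.67%. GAL7, HSP12 and TKL2 are members.

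In glucose the medians of this set were 0.17 and 0.12 log2, and in the second pulse 0.01 and −0.18, where −0.18 became −0.02 after subtraction of the all-ORF median. Members past the rule numbered 170 and 185 in glucose, then 106 and 70, or 14.2%, 15.4%, 8.83% and 5.83% of the set. Among the other ORFs the shares were 3.85%, 2.35%, 2.16% and 2.67%. Lower members numbered 26, 10, 26 and 58. Because wild-type libraries at 120 min of glucose and 30 min of the second pulse define the set, it was also defined in hda1Δ, giving 989 ORFs. That set gave 0.07, 0.06 and −0.10 at 120 min of glucose and the 2 last stages, and the last value became 0.06 after the same subtraction.

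Induced ORFs past the rule in the first pulse were far more often higher than lower in hda1Δ. Among 1315 ORFs induced in either genotype, 510 were higher in hda1Δ at 1 or more stages of the first pulse and 61 lower, with 25 in both. GAL1, GAL2 and HSP12 are among the 510, of which 232 were higher at all 3 stages, whereas 2 ORFs were lower at all 3. Without overlapping ORFs the counts were 430 and 39. Because the rule picks extreme values, ORFs picked at 1 stage were read at the others. Of 332 picked at 15 min, 83.4% were higher at 30 min and 74.1% at 120 min, whereas ORFs picked as lower were lower again in 15.4 to 34.6% of cases. In raffinose the median of the 510 was 0.38 log2, in glucose 0.455 and 0.41, and in the second pulse 0.14 and −0.09. Of the 510, 138 were already higher in raffinose and 10 lower.

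**Figure D2:**
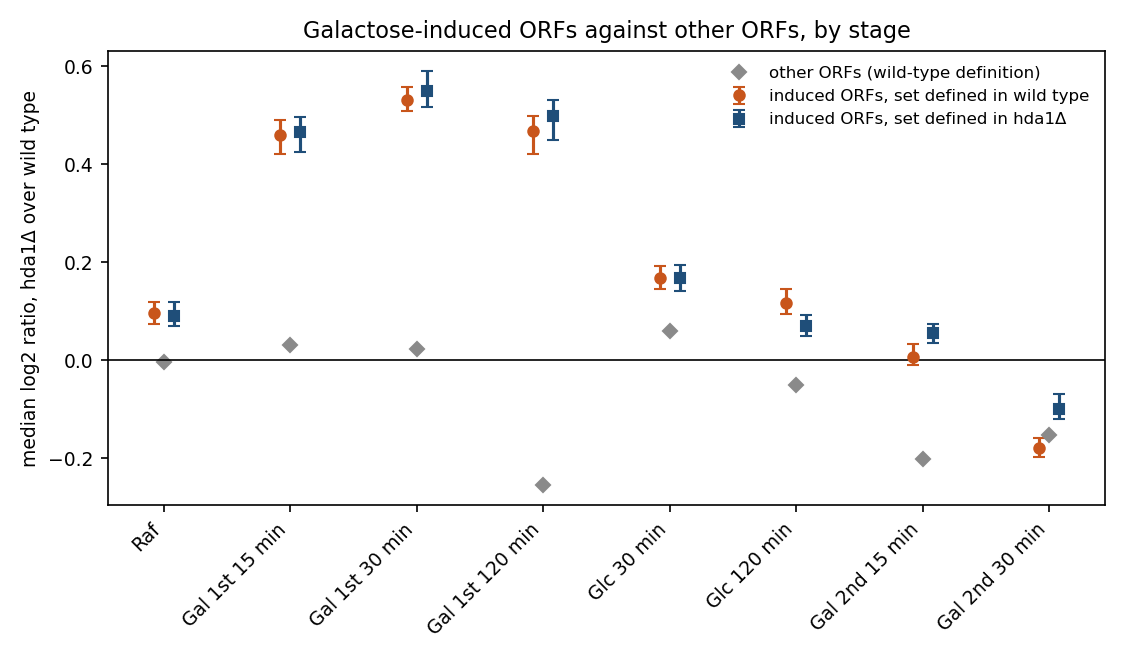
Median log2 ratio of hda1Δ over wild type at the 8 stages for galactose-induced ORFs defined in wild type (circles) or hda1Δ (squares), with bars for 95% intervals of the median, and for other ORFs (diamonds). The wild-type set peaked at 0.53 after 30 min of the first pulse and fell to −0.18 at 30 min of the second.

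DAN1, HUG1, RNR3 and TIR3 messages were already higher in raffinose-grown hda1Δ cells. DAN1, a mannoprotein gene made without oxygen (YJR150C, X 708811 to 709707), was 10.1-fold (8.08 to 12.7). HUG1, for an inhibitor of ribonucleotide reductase (YML058W-A, XIII 158760 to 158966), was 6.20-fold (3.84 to 10.8). RNR3, for a damage-induced subunit of that enzyme (YIL066C, IX 238099 to 240708), was 6.04-fold (5.10 to 7.17), and TIR3, another mannoprotein gene, 5.56-fold (4.95 to 6.27). FIT3, for a cell wall protein that retains iron, was 0.259-fold, and EEB1, for ethyl ester synthesis, 0.355-fold. Ribosomal protein (−0.16), ergosterol (−0.17), G1/S (−0.12) and ribosome biogenesis genes (−0.01) had none past the rule. Their medians lay at percentiles 0, 0, 1.32 and 19.6 of the matched random lists. The fatty acid list had 1 lower, POX1 (−0.13). In all 288 ORFs were higher (4.90%) and 65 lower. All 12 genes ranked by the naming rule at this stage were near 0 in some libraries, so these 6 were picked after the values were seen.

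Among raffinose genes never near 0, several ranked beyond those 6 but were unstable across stages. RIB3, for riboflavin synthesis, was 28.5-fold and TIM54, for mitochondrial import, 11.5-fold, both above DAN1. MTC7 was 9.17-fold, above HUG1 and RNR3. MDE1, for methionine salvage, was 0.0954-fold and SWP1, for protein glycosylation, 0.1315-fold, both below FIT3. RIB3 turned to 0.014-fold at 120 min of galactose and SWP1 to 9.10-fold at 15 min, so setting aside ORFs near 0 did not remove every unstable value.

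HXT5, encoding a hexose transporter of slow-growing cells (YHR096C, VIII 294669 to 296447), was higher in hda1Δ in the first pulse, and narrowly so before galactose arrived. It stood at 1.65 FPKM in wild type and 4.01 in hda1Δ in raffinose, 1.89-fold (1.41 to 2.49). That call rests on low values and was lost with a pseudocount of 5, at 1.35-fold, and at a 2-fold threshold, whereas a pseudocount of 0.1 gave 2.34. The fold was 2.24, 2.11 and 2.87 (2.54 to 3.24) in the first pulse and 2.34 and 1.77 in glucose. The second pulse gave 1.04 and 0.684, within the rule. TKL2, a transketolase gene (YBR117C, II 474392 to 476437), was 2.42-fold in raffinose and 5.46-fold (4.98 to 5.98) at 15 min, although it overlaps YBR116C. In the list of 6 genes that holds both, HXT5 and TKL2 alone were higher, both of them up to 120 min of glucose and TKL2 at 15 min of the second pulse, and none was lower. The list medians ran from −0.13 to 0.50.

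Transporter and alternative carbon genes joined the galactose genes in the first pulse. The galactose-induced set already holds 6 of the 10 transporter and 18 of the 20 alternative carbon genes. Of 10 hexose transporter genes, 4 were higher in raffinose and 5, 6 and 6 in galactose, with medians of 0.48, 0.68, 0.83 and 0.85 log2 and none lower. Without the 3 repeated members, 4, 5, 5 and 3 of 7 were higher. HXT8 was 5.25-fold in raffinose and 4.69-fold at 15 min. Of 20 alternative carbon genes, 10, 13 and 14 were higher and none lower in the first pulse (medians 0.77, 0.83 and 0.89), after 4 in raffinose (0.23). CYB2, for lactate dehydrogenase, was 4.49-fold at 15 min. FDH1, for formate dehydrogenase, was 5.37-fold there, although 73.5% of its sequence is repeated. Glucose brought 2 and 5 transporter genes higher (0.68 and 0.78) and 6 and 8 carbon genes higher with 1 lower, ADH2, at 30 min (0.40 and 0.53).

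Many stress and storage genes and some fatty acid genes were higher in hda1Δ during the first pulse. The galactose-induced set holds 24 of the 28 stress, all 13 trehalose and glycogen and 12 of the 13 fatty acid genes. These lists are therefore not separate from that set. Of 28 general stress genes, 14, 17 and 16 were higher, with 0, 0 and 1 lower, and medians of 0.77, 0.87 and 1.02 log2 after 0.25 in raffinose with 6 higher. HSP12, a membrane stress protein gene, rose to 3.44-fold (3.35 to 3.54) at 120 min, and CTT1, for catalase, was 2.78-fold (2.73 to 2.84). Of 13 trehalose and glycogen genes, 7, 9 and 6 were higher and none lower (0.80, 0.92 and 0.73), after 1 in raffinose (0.17). GAC1, a phosphatase subunit gene for glycogen, was 2.58-fold at 15 min, and GLG1, for glycogenin, 2.18-fold. Of 13 fatty acid oxidation genes, 4, 5 and 7 were higher and none lower (0.32, 0.66 and 0.84). POT1, for thiolase, was 3.17-fold (2.84 to 3.54) at 120 min.

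Many ribosomal, ergosterol and G1/S genes were lower in hda1Δ at 120 min of the first pulse, and few were at 15 min. That hda1Δ library stood apart, with RNA genes at 15.7% of gene bases against 10.2% in wild type. Of 138 cytoplasmic ribosomal protein genes, 1, 5 and 32 were lower at the 3 stages and none higher, with medians of −0.38, −0.47 and −0.59 log2 (−0.44 with 14 lower after centring at 120 min). RPS28B, for a small subunit protein, was 0.444-, 0.444- and 0.353-fold, whereas RPL3, for a large subunit protein, stayed within the rule. Of 66 ribosome biogenesis genes, 0, 1 and 23 were lower and none higher (−0.11, −0.22 and −0.66, or −0.52 with 18 lower centred). UTP18, for early rRNA processing, was 0.357-fold at 120 min. Of 21 ergosterol genes, 3, 3 and 8 were lower and none higher (−0.31, −0.34 and −0.62, with 6 lower centred). ERG11, for lanosterol demethylase, fell to 0.315-fold (0.300 to 0.332). Of 10 G1/S genes, 1, 4 and 7 were lower and none higher (−0.51, −0.72 and −1.18, with 6 lower centred). PCL1, a cyclin gene, fell to 0.311-fold (0.243 to 0.400) and CLB6, an S-phase cyclin gene, to 0.344-fold.

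Across the first pulse, 461, 550 and 474 ORFs were higher and 100, 142 and 576 lower at 15, 30 and 120 min. Median ratios of all tested ORFs were 0.09, 0.09 and −0.14 log2, so the 120 min counts depend on processing. After subtraction of −0.14 there were 607 higher and 346 lower, and the higher share of calls went from 45.1% to 63.7%. It was 50.2% with a pseudocount of 5, 53.2% at a 2-fold threshold and 56.8% with scaling to the ORF sum. TPM and removal of repeated ORFs moved it the other way, to 37.3% and 42.6%. Among genes passing at all 3 stages, DAN1 had a mean of 2.85 log2, HUG1 2.52 and YJL213W, an uncharacterised ORF, 2.42. ERR1 (2.61) and ERR2 (2.60) are 100% repeated, and the top-ranked PDR15 was near 0 in some libraries. Lowest were EEB1 (−1.89), SFG1, a filamentation regulator gene (−1.58), FIT3 (−1.56) and SER2, for serine synthesis (−1.52), below which only HIS3 ranked, itself near 0 in some libraries.

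**Figure D3:**
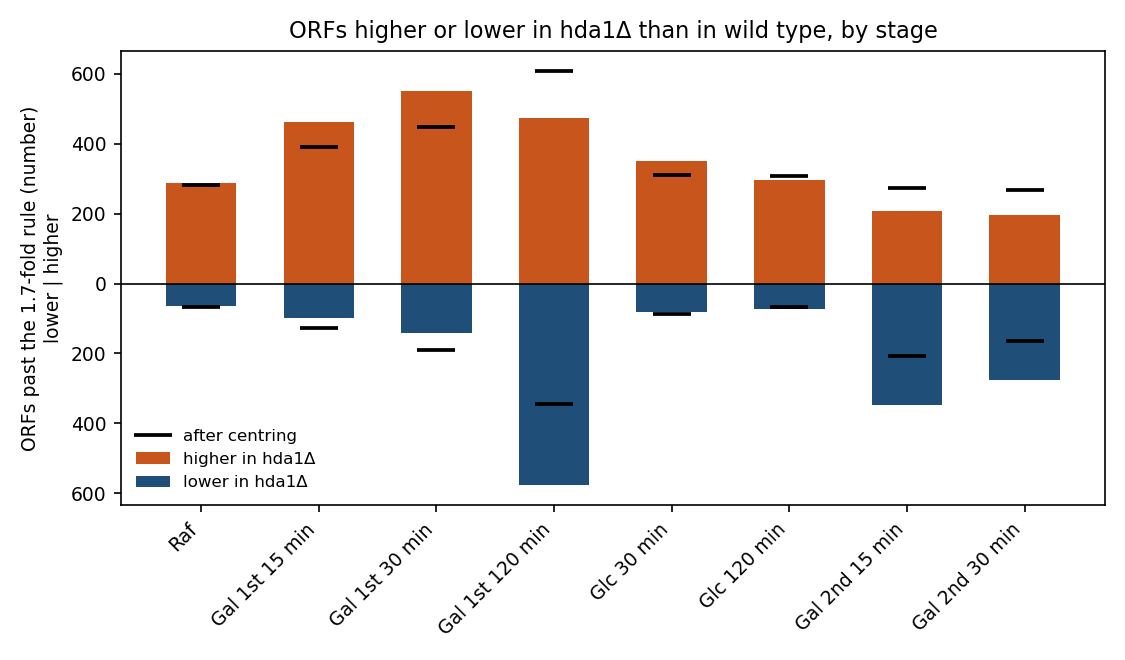
Number of ORFs past the 1.7-fold rule at the 8 stages, higher in hda1Δ (bars upward) and lower (bars downward), with dashes for the counts after subtracting the median of all ORFs. At 120 min of the first pulse 474 were higher and 576 lower, or 607 and 346 after subtraction.

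Fewer genes differed in glucose, and stress genes lost most of their difference at 30 min. At 30 and 120 min, 350 and 295 ORFs were higher and 82 and 74 lower, with all-ORF medians of 0.08 and −0.03 log2. DAN1 was 6.63- and 13.3-fold (10.6 to 16.7), a mean of 3.23 log2 for the phase. YMR001C-A, an uncharacterised ORF, followed at 2.48 and DSF1, a mannitol dehydrogenase gene 36.3% repeated, at 2.38, and 3 other top-ranked ORFs were near 0 in some libraries. Of 28 stress genes 3 and 6 were higher and 1 lower at each stage (0.11 and 0.50). Of the trehalose list 3 and 2 were higher and none lower (0.21 and 0.36), and of the fatty acid list 1 and 1 (0.12 and 0.00). GAC1 remained 3.60- and 2.83-fold.

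Growth gene differences also shrank in glucose. Ribosomal protein genes had 2 and 0 lower and none higher (−0.20 and −0.11), and ribosome biogenesis genes had none past the rule (0.08 and −0.15). The ergosterol list had none past it (−0.12 and −0.20). Of G1/S genes 1 was lower at 30 min and none at 120 min (−0.01 and −0.15). PCL1 returned to 1.04- and 0.917-fold. GAL1 stayed 3.36-fold at 30 min and reached 1.40-fold at 120 min.

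In the second galactose pulse most of the stress and storage difference was gone, and some ribosome biogenesis genes were lower in hda1Δ. The hda1Δ library at 15 min held more RNA gene sequence than wild type, 14.7% against 11.7% of gene bases, with SCR1 at 6.99% against 4.93%. Of the 66 biogenesis genes, 42 and 23 were lower and 0 and 1 higher at 15 and 30 min (−0.85 and −0.61, or −0.69 and −0.45 with 25 and 14 lower centred). MRT4, for 60S assembly, was 0.348- and 0.452-fold and PUF6, for a ribosome assembly factor, 0.374- and 0.403-fold, both picked after the values were seen. Ribosomal protein genes had 8 and 10 lower, or 4 and 5 centred, and none higher (−0.47 and −0.36). GAL1 stood at 2.50- and 2.34-fold and GAL2 at 2.22- and 1.98-fold. HXT1, a low-affinity glucose transporter gene, fell to 0.399-fold (0.374 to 0.426) and 0.227-fold (0.190 to 0.273). SFG1 and UTR2, a chitin transglycosylase gene, were 2.02-fold each at 30 min after being lower throughout the first pulse.

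At these 2 stages the stress list had 2 and 2 higher and 1 and 0 lower (0.12 and −0.03, the latter turning to 0.13 when centred). Trehalose genes had none higher and 0 and 1 lower (−0.07 and −0.33), and fatty acid genes 1 and 0 higher and none lower (0.04 and −0.16). Hexose transporters had 1 and 1 higher and 1 and 1 lower (0.24 and −0.22), and alternative carbon genes 8 and 6 higher and none lower (0.62 and 0.41). Ergosterol genes had 0 and 2 higher, ERG11 and ERG5, and 1 and 0 lower (−0.21 and 0.11). G1/S genes had 1 higher each time, PCL1 at 2.62- and 2.52-fold, and none lower (−0.18 and 0.14).

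Over all ORFs, 207 and 195 were higher and 348 and 276 lower in the second pulse. The all-ORF medians were −0.16 and −0.16 log2, and subtracting them gave 273 and 267 higher and 208 and 165 lower. The higher share of calls therefore went from 37.3% and 41.4% to 56.8% and 61.8%, and the direction of the balance depended on processing. A pseudocount of 5 gave 45.9% and 55.7%, and scaling to the ORF sum 41.9% and 39.5%. DAN1 (3.29) and HUG1 (2.37) had the highest phase means of the rule apart from 4 ORFs near 0 in some libraries. HXT1 was the only low-ranked gene, at −1.73, free of near-0 values and overlap.

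**Figure D4:**
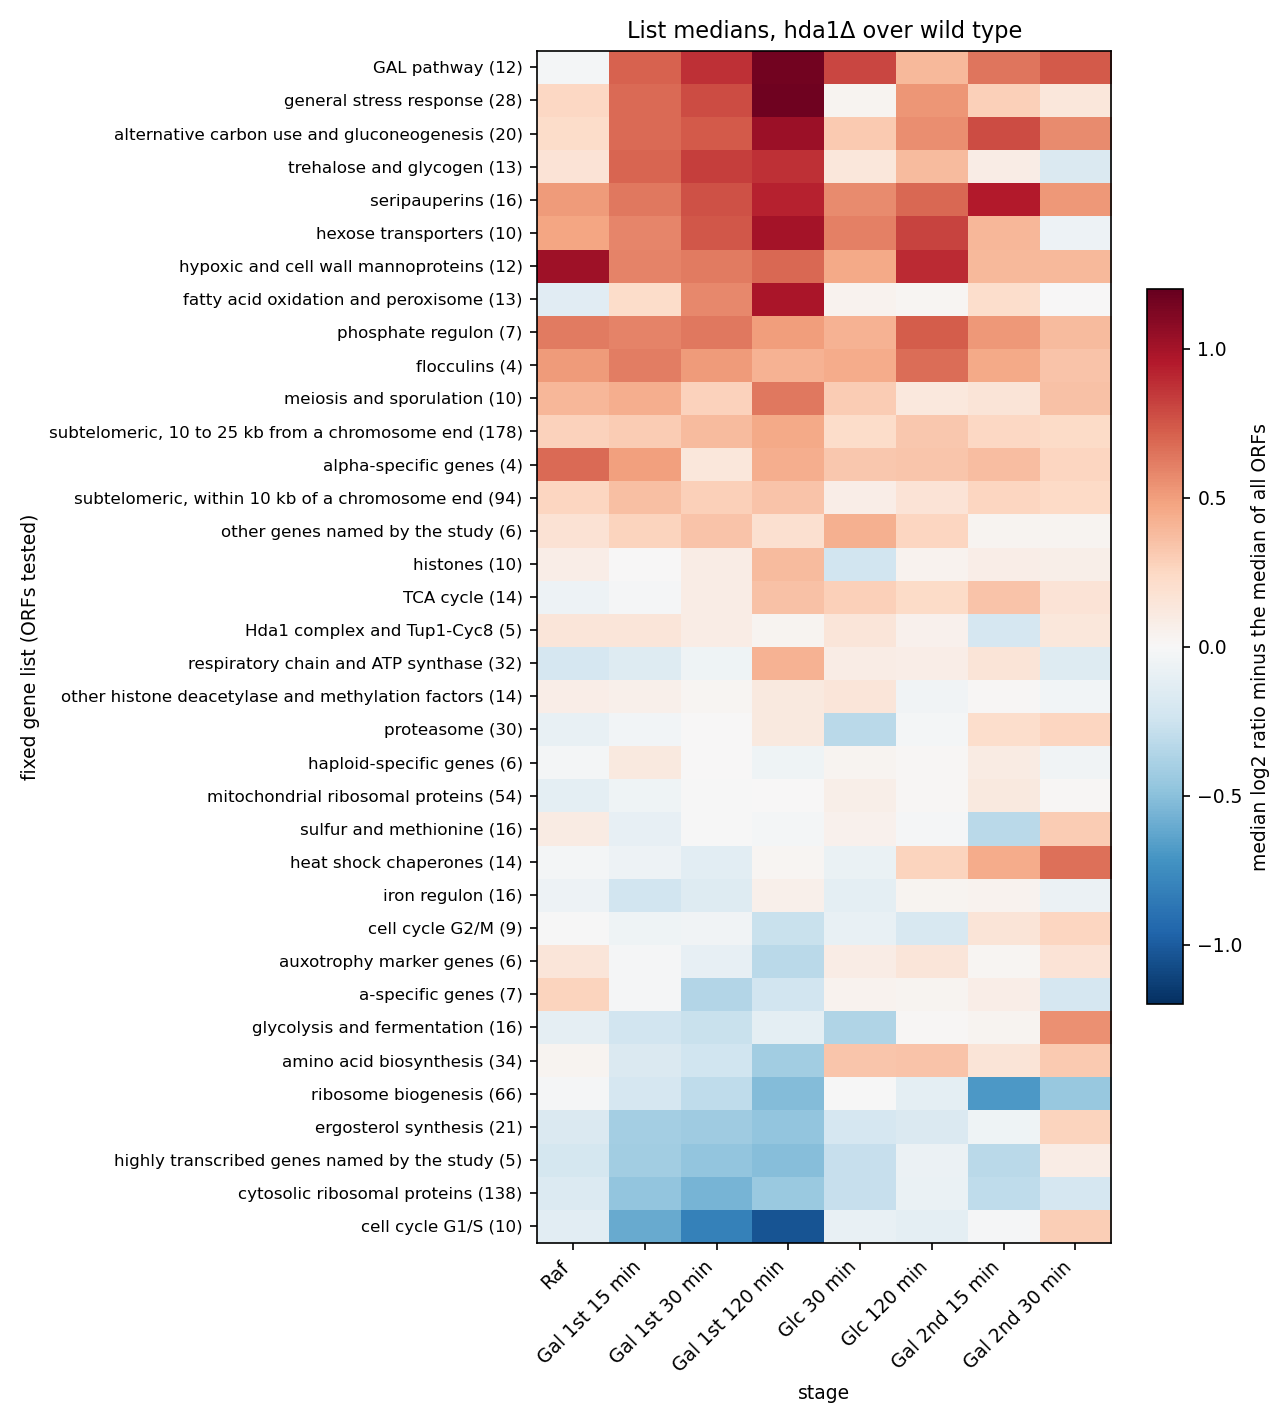
Median log2 ratio of hda1Δ over wild type, minus the median of all ORFs, for 36 fixed gene lists at the 8 stages, with tested ORF numbers in brackets and red for higher. Ribosomal protein genes stood at −0.44 at 120 min of the first pulse, when galactose, stress and carbon lists were red.

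Some cell wall and chromosome-end genes were higher at every stage, many of them repeated. Of 12 hypoxic and mannoprotein genes, 8, 5, 4, 5, 5, 7, 5 and 4 were higher from raffinose to the last stage, with 1 lower at the end and medians from 0.23 to 1.02 log2. Of 16 seripauperin genes, 12 of them repeated, 6, 7, 9, 8, 7, 6, 8 and 5 were higher and 1 was lower at 120 min of glucose (0.36 to 0.85). Every higher call was in a repeated ORF, and of the 4 others none was higher at any stage and 1 was lower at 120 min of glucose. PAU5 was 3.85-fold in raffinose. Of 94 ORFs within 10 kb of a chromosome end, 23, 25, 28, 23, 20, 21, 16 and 16 were higher and 0 to 4 lower (0.08 to 0.45). Of 178 ORFs between 10 and 25 kb, 41, 62, 60, 54, 49, 47, 38 and 33 were higher and 0 to 8 lower (0.07 to 0.47). Of these 94 and 178 ORFs, 64 and 48 are more than 10% repeated and 34 and 21 overlap another gene. Without repeated ORFs, 7, 10, 8, 8, 6, 4, 2 and 1 of 30 and 20, 37, 33, 30, 25, 26, 14 and 11 of 130 were higher. Lower were 0, 0, 0, 0, 0, 0, 1 and 3 of the 30, more than were higher at the last stage, and 2, 1, 1, 8, 1, 0, 3 and 2 of the 130.

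Central carbon metabolism lists gave few calls. Of 16 glycolysis and fermentation genes at most 1 was higher at any stage, TDH1, for glyceraldehyde phosphate dehydrogenase, and at most 2 lower, among them HXK2, for hexokinase, at 0.522-fold at 120 min of the first pulse. The list medians ran from −0.28 to 0.39 log2, and the 0.39, at the last stage, lay at percentile 100 of the matched random lists (0.55 with 2 higher when centred). Of 14 TCA cycle genes none passed the rule (−0.05 to 0.36). Of 32 respiratory chain genes 0, 1, 1, 4, 1, 1, 0 and 0 were higher and 1 was lower at the last stage (−0.31 to 0.27). The −0.31 at that stage lay at percentile 0 and the 0.27 at 120 min of the first pulse at 99.96. NDI1, for NADH dehydrogenase, was 1.71-, 1.89- and 1.78-fold in the first pulse.

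Highly transcribed genes named by the study stayed mostly within the rule. YEF3, for translation elongation factor 3, was 0.574-fold (0.565 to 0.583) at 15 min of the second pulse, and TKL1, the main transketolase gene, 0.557-fold (0.542 to 0.572) at 120 min of the first. Removal of the all-ORF shifts of −0.16 and −0.14 undid both calls. PMA1, for the proton pump, and TEF1 and TEF2, for elongation factor 1 alpha, stayed within it at all 8 stages, although TEF1 and TEF2 are each 86.5% repeated. List medians were −0.20, −0.33, −0.39, −0.65, −0.20, −0.09, −0.49 and −0.07 log2, and the last became 0.09 after centring.

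Mating type and sporulation markers gave few calls. Of 7 a-specific genes 1 was higher at 30 min of glucose, and 1 was lower at 30 min of the first pulse, MFA1 for a-factor (0.579-fold), and at 120 min, STE2 for the alpha-factor receptor (0.497-fold). Medians ran from −0.37 to 0.27 log2. Of 4 alpha-specific genes at most 1 was higher and 1 lower at any stage (0.10 to 0.69). Of 6 haploid-specific genes 1 was lower, FAR1 for cell cycle arrest, 0.391-fold at 120 min (−0.20 to 0.21). Of 10 meiosis genes 3, 1, 3, 4, 2, 1, 1 and 0 were higher and none lower (−0.01 to 0.53). IME1, the meiotic master regulator gene, was 2.59-fold in raffinose and 3.40-fold at 30 min.

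Lasting differences were almost all in the higher direction. At 6 or more of the 8 stages, 146 ORFs were higher and 4 lower, and 57 were higher at all 8. Of the 146, 134 do not overlap another gene, and 48 (32.9%) lie within 25 kb of a chromosome end against 4.63% of tested ORFs. Repeated sequence made up much of that share, since without repeated ORFs it was 15 of 111 (13.5%, 7.77 to 21.3) against 2.85%. Among those with no overlap and no repeated sequence, DAN1 led at a mean of 3.11 log2, followed by HUG1 (2.44), YAR047C (2.15), TIR3 (2.13), YPR015C, a zinc finger protein gene (2.01), YHR140W (1.99) and HXT8 (1.95). Partly or fully repeated ORFs, among them YHR214W-A (2.19) and FDH1 (2.14), ranked between these. HDA1 was the only ORF lower at all 8. YJL215C was lower at 6, and the other 2, CSM1 and YFL032W, had values near 0 in libraries of both genotypes or overlap another gene.

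Ratios depended weakly on expression level and gene length, whereas higher calls were most frequent in the lowest expression class at every stage. Spearman rho across genes, which are not independent, was −0.136 with mean FPKM at 15 min of the first pulse and 0.148 at the last stage. In the lowest and highest of 5 expression classes the medians were 0.16 and −0.02 log2 at 30 min of the first pulse. In raffinose the lowest class held 149 of the 288 higher ORFs and 42 of the 65 lower. In the second pulse it held 113 of 207 and 109 of 195 higher ORFs, and 96 of 348 and 93 of 276 lower. With length, rho ran from −0.0934 to 0.1145. The longest class had a median of 0.12 and the shortest 0.03 at that time, and −0.23 and −0.04 at 120 min.

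Carbon source shifts moved more genes in hda1Δ than in wild type after 120 min of galactose. GAL7 rose by 6.19 log2 in wild type and 7.67 in hda1Δ, GAL2 by 4.78 and 6.82, and SPG1, a stationary phase gene, by 6.74 and 7.30. MIG2, a glucose repressor gene, fell, at −2.57 and −3.10. Wild type had 242 ORFs higher and 103 lower than in raffinose, and hda1Δ 438 and 900, or 297 and 78 against 673 and 420 after removing median shifts of −0.15 and −0.33. Both genotypes shared 184 higher ORFs (18.02 if independent) and 62 lower (15.8). The hda1Δ counts at 120 min rest on 1 library, in which RNA genes held 15.7% of gene bases against 10.2% in wild type. At 15 min the counts were 140 and 49 in wild type and 258 and 90 in hda1Δ, with 86 higher shared.

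Stress genes rose with galactose in both genotypes, and some ribosome genes fell in hda1Δ. At 120 min the stress median moved by 1.76 log2 in wild type, with 20 of 28 higher, and 2.61 in hda1Δ, with 22 higher and 1 lower. Galactose pathway medians moved by 1.21 and 1.998, with 7 of 12 higher in each and 0 and 1 lower. Ribosome biogenesis had 0 and 40 of 66 lower (−0.41 and −1.08), or 0 and 18 centred. Ribosomal protein genes had 1 and 41 of 138 lower (−0.41 and −0.82), or 1 and 18 centred. G1/S genes had 2 and 7 of 10 lower (−0.61 and −1.53). All hda1Δ values here rest on that same 120 min library with a high share of RNA genes.

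Within 30 min of glucose, SPG1 fell and ADE17, ARG3 and HXT1 rose in both genotypes, and many ribosome biogenesis genes rose in hda1Δ. ADE17, for purine synthesis, rose by 5.05 log2 in wild type and 4.77 in hda1Δ, ARG3, for arginine synthesis, by 4.41 and 5.14, and HXT1 by 4.72 and 4.33. SPG1 fell, at −6.36 and −6.76, as did RGI2, a respiratory growth gene, at −3.99 and −5.88. The 3 rising genes were picked after ORFs near 0 in some libraries were set aside. Ribosome biogenesis had 12 and 57 of 66 higher (0.72 and 1.40), or 4 and 26 centred. Stress genes had 8 and 17 of 28 lower and 3 and 1 higher (−0.28 and −1.19). Amino acid synthesis genes had 14 and 22 of 34 higher and 3 and 0 lower (0.76 and 1.72). In all, 592 ORFs were higher and 237 lower in wild type and 1680 and 335 in hda1Δ, or 269 and 382 against 649 and 693 after removing shifts of 0.34 and 0.56. GAL1 rose by a further 2.29 and 1.38 log2 in glucose at 30 min, while GAL7 rose by 1.16 in wild type and moved by −0.00 in hda1Δ.

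Galactose genes stood far higher at 15 min of the second pulse than at 15 min of the first in both genotypes. Against 15 min of the first pulse, GAL10 was higher by 7.16 log2 in wild type and 6.77 in hda1Δ, GAL1 by 6.67 and 7.17, HXT1 by 6.995 and 5.20, and GAL2 by 5.998 and 5.11. FRE7, a copper reductase gene, fell, at −3.40 and −3.10. At this time 656 ORFs were higher and 383 lower than in the first pulse in wild type, and 292 and 620 in hda1Δ, with 210 higher and 305 lower shared. Removing shifts of 0.13 and −0.10 gave 518 and 504 against 353 and 541. At 30 min the counts were 1030 and 851 against 371 and 827, or 647 and 1050 against 386 and 814 once shifts of 0.26 and −0.02 were removed.

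Entry into the second pulse from glucose raised stress and trehalose genes and lowered ribosome biogenesis genes in both genotypes. Stress genes had 24 and 23 of 28 higher (2.20 and 1.9999), trehalose genes 13 and 13 of 13 (3.09 and 2.19), and ribosome biogenesis 58 and 66 of 66 lower (−1.79 and −2.67). GAL2 rose by 6.33 log2 in wild type and 7.01 in hda1Δ and GAL1 by 3.46 and 4.30, so part of the difference between the pulses in GAL1 was present before galactose returned. Wild type had 849 higher and 673 lower and hda1Δ 755 and 1027, or 775 and 764 against 804 and 966 after shifts of 0.07 and −0.05 were removed. Shared ORFs numbered 627 higher (109 if independent) and 605 lower (118).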

Values the study reported

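The study described 331 genes induced in galactose medium that the Hda1 complex keeps down, picked by an increase of at least 1.7-fold at one or more time points. Earlier work by the authors was cited for about 1000 genes with different responses to carbon sources. In raffinose these genes were described as having similar levels in both genotypes. The basal level of HXT5 was described as unaffected by loss of HDA1 or HDA3, with faster induction in the mutants. That HXT5 result was shown apart from the RNA-seq, so it may not be the same measure as the folds given here. No strong effect was described for the second galactose treatment.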

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

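All comparisons in this part were chosen after the values were seen, and no difference between genotypes in it was tested. CTR2, a copper transporter gene, moved in opposite directions in the genotypes, and the difference was not tested. From raffinose to 120 min of galactose it moved by 2.84 log2 in wild type and −2.79 in hda1Δ, a difference of −5.62. Entry into the second pulse gave −3.83 and 6.02, a difference of 9.85. Its glucose mean ratio minus its raffinose ratio was −6.17. CTR2 was listed at 0 in wild type in raffinose and in hda1Δ at 120 min of galactose and 120 min of glucose, so every value here except the wild-type −3.83 involves a listing at 0. Its level jumped between libraries, and no fold is given.

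YMR001C-A, an uncharacterised ORF, moved by 2.08 log2 in wild type and −1.44 in hda1Δ on entry into the second pulse, a difference of −3.52 that was not tested. YBR090C, which overlaps NHP6B, moved by 1.31 and −2.29 from the first pulse to the second at 30 min, a difference of −3.60 that was not tested. Opposite shifts beside a value near 0 in some library were seen for 9 named ORFs, again not tested.

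SCR1, the RNA of the signal recognition particle, took up to 7.24% of gene bases, and mitochondrially encoded genes up to 0.616%. Neither was part of the ORF comparisons, no control level was available, and the differences between libraries were not tested.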

How the results depend on the processing

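No paired analysis was possible because each group holds 1 library. The genotypes are matched by stage, but stages of 1 culture are not replicates, so no test was made over them. Removal of overlapping or repeated ORFs and of ORFs near 0, and scaling to the ORF sum, were chosen only after the results were seen. Sign changes were checked only for named-gene values past the rule and for induced-set medians whose interval excluded 0, and none was found under any single setting. For named genes this was largely fixed beforehand, since the medians that centring subtracts are smaller than the rule. With the set defined in hda1Δ, however, centring turned the last-stage median from −0.10 to 0.06 log2. Centring also turned the balance of calls from 45.1% to 63.7% higher at 120 min of the first pulse. In the second pulse the balance went from 37.3% and 41.4% to 56.8% and 61.8%. At 120 min a pseudocount of 5 (50.2%), the 2-fold threshold (53.2%) and scaling to the ORF sum (56.8%) also turned it. At the last stage a pseudocount of 5 did (55.7%). TPM (37.3%) and removal of repeated ORFs (42.6%) moved the share at 120 min the other way. The induced-set median at 15 min of the second pulse ranged through 0. Among 579 checked values 154 moved and 425 did not, and for named genes 197 moved and 183 did not. A count moved if it changed beyond a fixed fold limit, a median or share if it left its own interval. A named gene moved if it left its counting interval. Smaller changes, which can be sizeable for counts, are listed as not moved. Stages below are raffinose, first galactose at 15, 30 and 120 min, glucose at 30 and 120 min, and second galactose at 15 and 30 min. Where a setting changed a value the cause was not tested, except that a higher threshold must lower counts.

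A pseudocount of 0.1 raised the share of the induced set past 1.7-fold to 15.9% in raffinose, 29.9% and 34.7% at 15 and 30 min of the first pulse, 18.7% at 120 min of glucose and 11.1% at 15 min of the second pulse. The median at 30 min became 0.56 log2. ORFs lower at 120 min of glucose numbered 112, and the mirror count of the induced-and-higher list was 92. In wild type 76 ORFs were lower at 15 min and 164 at 120 min of galactose than in raffinose. Lasting lower ORFs numbered 10.

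A pseudocount of 5 gave fewer calls. Higher ORFs numbered 157 in raffinose, 298 and 356 at 15 and 30 min of the first pulse, and 222 and 160 in glucose. Lower ORFs numbered 40, 65, 89, 332, 51, 38, 173 and 104 over the 8 stages. Shares of the induced set were 7.17%, 20.97%, 26.2%, 26.2%, 9.80%, 8.75%, 6.85% and 3.69%, and the medians at 15 and 30 min of the first pulse 0.41 and 0.49 log2. The mirror count was 39. At 15 min against raffinose 29 ORFs were lower in wild type and 48 in hda1Δ, and at 120 min 61 and 581. In wild type 367 ORFs were higher at 30 min of glucose. Lasting ORFs numbered 70 higher and 2 lower.

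With TPM the set medians were 0.52, 0.62 and 0.42 log2 in the first pulse, and its shares at 15 and 30 min 30.03% and 37.9%.

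Centring gave set medians of 0.37, 0.44 and 0.61 log2 in the first pulse, 0.091 at 30 min of glucose, and 0.17 and −0.020 in the second pulse. Shares were 22.1%, 25.6% and 37.25% in the first pulse and 11.2% and 7.5% in the second. Lower ORFs numbered 346 at 120 min of the first pulse and 208 and 165 in the second. In hda1Δ 673 ORFs were higher and 420 lower at 120 min of galactose than in raffinose. At 30 min of glucose 269 were higher and 382 lower in wild type, and 649 and 693 in hda1Δ. In wild type 647 were higher at 30 min of the second pulse than of the first.

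At a 2-fold threshold the shares were 8.92%, 16.75%, 18.75%, 18.4%, 10.4%, 10.4%, 6.92% and 4.17%. Higher ORFs in the first pulse numbered 299, 335 and 298 and lower ORFs 65, 75 and 262, with 160 and 143 lower in the second. The induced-and-higher list held 271, and lasting ORFs numbered 89 higher and 2 lower. Shifts at 3-fold, as higher and lower in wild type and then in hda1Δ, were 86 and 31, then 126 and 36, at 15 min of galactose. At 120 min they were 151 and 45, then 245 and 224. Glucose at 30 min gave 153 and 137, then 611 and 172. Entry into the second pulse gave 439 and 291, then 391 and 505. The second pulse against the first gave 240 and 161, then 94 and 276, at 15 min, and 388 and 521, then 144 and 483, at 30 min. With a counting interval that excludes 1, lasting lower ORFs numbered 2.

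The set defined in hda1Δ gave medians of 0.070, 0.056 and −0.10 log2 at 120 min of glucose and in the second pulse. Its shares were 32.1% at 120 min of the first pulse, then 12.7%, 11.2% and 10.7% at those 3 stages. The set of both genotypes gave 0.50, 0.60 and 0.54 in the first pulse and 0.058 and −0.12 in the second. The 4-fold set gave 0.26, 0.74, 0.85, 0.87, 0.33, 0.36, 0.093 and −0.15 over the 8 stages. The set from 120 min of galactose against raffinose gave 0.60, 0.99, 1.00, 0.96, 0.48, 0.44, 0.10 and −0.13. Over all these settings the medians ranged from 0.37 to 0.99 at 15 min, 0.44 to 1.00 at 30 min and 0.42 to 0.96 at 120 min of the first pulse. At 30 min of the second pulse they ranged from −0.19 to −0.02, a range in which these other sets were not centred. Centred, the hda1Δ set gave 0.060, that of both genotypes 0.034, the 4-fold set 0.004 and the set against raffinose 0.026.

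Leaving out 1 first galactose stage gave 448 to 469 ORFs in the induced-and-higher list and 45 to 47 in its mirror. Leaving out 1 stage, with the rule loosened to 5 of the remaining 7, gave 147 to 187 lasting higher ORFs and 4 to 8 lower, with 7 without glucose at 30 min and 8 without glucose at 120 min. Without overlapping ORFs, 40, 66, 53 and 45 were lower in raffinose, at 15 min of galactose and at the 2 glucose stages, and the mirror count was 39. Without ORFs near 0, 52 and 46 were lower in glucose, the mirror count was 38 and 1 ORF was lasting lower. Scaling to the ORF sum gave medians of 0.50 at 30 min of the first pulse and 0.043 at 15 min of the second. Among the counts and medians checked, dropping the expression minimum or repeated ORFs moved none beyond those limits. Without repeated ORFs the share of lasting higher ORFs within 25 kb of a chromosome end went from 32.9% to 13.5%, a test added after the results were seen.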

Other observations

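Tests of neighbouring genes, loss of Hda1, label, mixing and scaling in this part were chosen only after the results were seen, whereas low depth, problem ORFs and a culture ahead in time were set before. Nutrient regulons gave mixed differences in hda1Δ. Of 7 phosphate genes 3, 3, 3, 2, 3, 3, 1 and 1 were higher over the 8 stages, with medians from 0.22 to 0.72 log2 (1, 2, 2, 2, 1, 1, 1 and 1 of 5 without repeated members), among them PHO89, for a sodium and phosphate cotransporter (3.67-fold in raffinose), and SPL2, for an inhibitor of low-affinity uptake (3.92-fold at 120 min of galactose). Of 16 iron genes 3, 3, 4, 6, 0, 0, 2 and 0 were lower and 0, 1, 3, 2, 1, 1, 1 and 0 higher (−0.23 to 0.01). FIT3 and TIS11, for an mRNA decay factor, were lower up to 120 min of galactose, whereas FIT1, for another iron-retaining protein, was 2.76-fold at 15 min. Of 34 amino acid genes 1, 2, 5, 11, 1, 1, 1 and 0 were lower and 0, 2, 1, 1, 4, 1, 1 and 1 higher (−0.57 to 0.42). CPA1, for carbamoyl phosphate synthesis, was 2.05-, 2.07- and 2.13-fold in the first pulse. Of 16 sulfur genes up to 5 were lower, at 120 min, with MET22, for a phosphatase, at 0.38-fold, and up to 1 higher (−0.49 to 0.14).

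Chromatin, chaperone and cell division lists gave at most 4 calls in either direction at any stage. Of 14 other histone deacetylase and methylation genes none was higher, and 2 were lower at 120 min of galactose and 1 at 120 min of glucose (−0.20 to 0.22). Of 10 histone genes none passed the rule (−0.15 to 0.24). Of 14 heat shock genes 2 were lower at 120 min of galactose, and BTN2, for a protein sorting factor, was higher at 120 min of glucose and 15 min of the second pulse (−0.12 to 0.50). The 0.50, at the last stage, lay at percentile 100 of the matched random lists (0.66 with 3 higher when centred). Of 30 proteasome genes 1 was lower, PUP1, at 120 min (−0.25 to 0.09). Of 54 mitochondrial ribosomal protein genes 4 were lower at 120 min, and MRPL19, near 0 in some libraries, was the only one higher (−0.14 to 0.15). Of 9 G2/M genes up to 2 were higher and up to 2 lower, with CLB2, a mitotic cyclin gene, at 0.557-fold at 120 min (−0.41 to 0.10). Of 4 flocculin genes up to 2 were higher and none lower (0.18 to 0.71), and 3 of the 4 are repeated. Of 6 auxotrophy genes up to 1 was higher and 2 lower (−0.46 to 0.17).

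Genes outside the ORF comparisons differed as well. Of 158 nuclear RNA genes 28 were higher and 8 lower at 120 min of galactose (median 0.31 log2), after 9 and 35 at 30 min (−0.32). Of 21 mitochondrial genes 6 were higher and none lower at 120 min (0.65). The induced-and-higher list held 510 of 1315 induced ORFs. The study's own population and stages were not used for it, so the counts are not set against each other.

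Induced ORFs stood higher in hda1Δ throughout the first pulse, and 3 technical sources were tested. Scaling left a median of at least 0.37 log2 at every stage, and removal of overlapping, repeated or near-0 ORFs left at least 0.45. A culture ahead in time was tested by reading hda1Δ against wild type at the best-fitting times of 78 and 96 min, which left 0.19 (0.16 to 0.20) at 15 min and 0.41 (0.38 to 0.45) at 30 min, over 968 of the 1200 ORFs. Against the measured 120 min wild-type library, 0.12 (0.10 to 0.15) was left at 15 min, barely above the criterion of 0.1, and 0.37 (0.35 to 0.40) at 30 min. Neither scaling nor overlapping, repeated or near-0 ORFs could be the whole cause. Faster timing cannot be excluded. The fitted times were interpolated between the 30 and 120 min libraries, no later library of the first pulse exists, and the 120 min stage was not tested. Timing may account for most of the 0.46 at 15 min. Loss of Hda1 is a hypothesis that 1 library per group cannot separate from a culture effect.

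GAL1, GAL2 and GAL10 transcripts stood above their 120 min galactose level after 30 min of glucose, GAL1 by 2.29 log2 in wild type and 1.38 in hda1Δ. A wrong label is argued against, because ribosome biogenesis genes moved by a median of 0.72 or more. Centring left 0.38 (0.30 to 0.45) in wild type and 0.84 in hda1Δ, whereas the second-pulse libraries, in which GAL1 also stood above that level, gave −1.31 or less. Admixture of second-pulse RNA could not be told apart, under a criterion replaced after it was seen. GAL1 would need a share of 13.8% in wild type and 16.4% in hda1Δ. Among ORFs far higher in the second pulse, 4 of 17 in wild type and 2 of 11 in hda1Δ had an upper counting bound below that share divided by 2. The median level of these ORFs was 7.65% of their second-pulse level in wild type and 15.7% in hda1Δ. Over these genes and GAL7, centring left a median of 1.38 in wild type, which argues against scaling there. In hda1Δ it left 0.34, with 0.82 for GAL1 and 1.09 for GAL10 but −0.13 for GAL2 and −0.56 for GAL7, which leaves scaling open for the set. No biological explanation was tested.

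ORFs near 0 in some libraries and well expressed elsewhere numbered 157 beside HDA1, in 969 values. Of these values, 99.9% belong to ORFs that would usually give 30 fragments or more. These ORFs were picked for a median of at least 10 FPKM in their other libraries, which largely fixes that share. It is therefore no test of low depth, and no conclusion is drawn from it. Neighbouring genes regained a median of 2.12% of the missing bases (0.0908 to 9.29), under a criterion chosen after 60.3% of 156 ORFs (52.1 to 68.0) had narrowly met the first. Loss of Hda1 is argued against by an even split, 50.2% of values in hda1Δ (47.0 to 53.4), with 105 of the 157 ORFs near 0 in both genotypes. That interval, on which the criterion rested, counts repeated values of an ORF as independent and is too narrow. A failed coverage estimate may remain, and was not tested.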
